A study of Mus musculus with 9 samples. Its data were reported in "Transcriptome analyses based on genetic screens for Pax3 myogenic targets in the mouse embryo" (2010).

How the data were processed

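Expression was measured on Affymetrix mouse genome arrays in cells from the hypaxial dermomyotome of interlimb somites at embryonic day 9.5. The treatment protocol in the sample labels speaks of forelimb buds, whereas their titles, source and tissue give interlimb somites. The samples were taken as somites. According to the study's methods, tissue was pooled from many embryos of 1 genotype, dissociated and sorted by GFP fluorescence, and RNA was amplified in a two-cycle 3′ protocol before hybridization. The study allows that some Pax3 positive neural crest cells may have been present in the dissected tissue. The authors deposited log2 expression values obtained with RMA (Robust Multichip Analysis), which corrects background, quantile normalizes the arrays and summarizes the probes of each probe set. The RMA version, and which arrays were normalized together, are not given in the sources used here. RMA makes the distributions of all arrays nearly alike, so a shift of all transcripts in 1 group would not be seen. In 353, 395 and 449 of 45037 probe sets the 3 arrays of PAX3-FKHR/GFP, GFP/+ and GFP− cells held 1 identical value. The study also discarded probe sets called absent, a filter that was not applied here because the absence calls were not used.

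Samples were grouped by genotype and by GFP fluorescence as the labels give them, with 3 in each of 3 groups and 9 in all. Of 45101 probe sets 45037 were tested, and 64 Affymetrix controls were left out. By the platform annotation 34945 of the tested probe sets had 1 gene symbol, 932 had several and 9160 were unnamed here, and 0 symbols were changed through their Entrez identifiers. Each of 18193 genes was read from 1 probe set, the one with a single symbol and the highest mean log2 value over all 9 arrays. For 9010 genes there was a choice of probe set. Among called genes with several probe sets another was called the same way in 80 of 203 with PAX3-FKHR and in 304 of 718 between GFP+ and GFP− cells, and 0 and 1 had another called the opposite way, the 1 being Mbp, which was picked out after its value was seen (-0.94 and 0.93). A further 68 and 210 genes were called by another probe set only. Probe sets whose names end in _s_at or _x_at, 4529 of those tested, can be shared between transcripts. No genome coordinates were used.

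Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend) on the log2 values, in a fit of the 6 samples of each comparison. PAX3-FKHR/GFP was compared with GFP/+ among GFP+ cells, and GFP+ cells of GFP/+ embryos with GFP− cells. The genotype behind the GFP− cells is unclear, since the labels do not give it. The study places these cells in GFP/+ embryos both in its results and in its statistical methods, and only its list of hybridized groups names wild-type embryos. Tests were two-sided, with Benjamini-Hochberg adjustment over all tested probe sets. A probe set or gene was called at an adjusted p under 0.05 and an absolute log2 difference of at least 0.5 (1.41-fold), the false discovery rate and log2 limit that the study's methods state, although they give a slightly higher fold beside that log2 value. The study itself used a local pooled error test, which was run as an alternative. Intervals are 95% intervals from the same fit.

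There were 25 gene lists, of which 2 were taken from the study and 23 were chosen from general knowledge: dermomyotome and myogenic progenitor regulators, muscle determination and differentiation, FGF, BMP and TGF-beta, Wnt, Hedgehog and Notch pathways, ephrins, integrins and laminins, Hox genes, sclerotome, neural crest, neural, endothelial, primitive erythroid, leukocyte, ectoderm and lateral or intermediate mesoderm markers, proliferation, p53, FoxO target and rhabdomyosarcoma genes, and immediate early genes. Of their written symbols 5 were matched through an older symbol. Each list was tested with camera at a preset correlation of 0.01, and again with an estimated one, with adjustment over the lists of a comparison. The lists were also tested with fry, which asks whether their genes shift at all, whereas camera asks whether they shift more than other genes. List results in the text are those of camera unless fry is named. Of the 23 lists, that of rhabdomyosarcoma shares 7 genes with the others, and none of the rest shares more than 2. The study's lists hold 6 genes of the dermomyotome list, 5 Hox genes, 4 muscle and 4 sclerotome genes, 3 of the BMP list and at most 2 of any other. The study also reports changed signalling genes, in part from these arrays, and some are in the pathway lists, such as Fgf5, Spry1, Wnt16, Dkk2 and Hes1. Others are Fgfr3, Ankrd6, Chrdl1, Tgfb2 and Tgfbi, so many of the called pathway genes named below had been reported by the study. That sharing was not counted. The p-values of the pathway lists are therefore not independent evidence. The text names Pax3 and Foxo1, the 10 largest rises and 10 largest falls per comparison among called genes whose groups did not overlap, and for each list up to 4 called members with the largest differences and the first 2 not called, besides regulators and pathway genes that the study's text names. Where 5 or fewer members of a list were called, the rest of them are also named and were chosen after their values were seen. Some further genes, such as Ttn, Cdh15, Sfrp1, Notum and Pax6, fall outside these rules. They too count as chosen after their values were seen. Samples, tests, lists, thresholds and alternatives were fixed before the data were examined.

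The scripts were tested on simulated data with 50 probe sets changed per size among 45037. For the PAX3-FKHR comparison limma recovered 26% of log2 changes of 0.5, 98% of 1 and 100% of 1.5 and 2, and called 3 unchanged probe sets. For GFP+ against GFP− cells it recovered 32%, 96%, 100% and 100%, and called 2. Changes near the fold limit are therefore often missed. The local pooled error test recovered 40% and 50% at 0.5 and called 79 and 83 unchanged probe sets. A Wnt list shifted by 0.5 was found by camera in both (adjusted p = 6.89e-41 and 8.34e-56), and 0 of 23 other lists were called. In the data some estimated correlations were far above the preset 0.01, such as 0.466 for Hedgehog and 0.417 for immediate early genes with PAX3-FKHR. The simulation gives no measure of false list calls at such correlations.

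Alternatives were the local pooled error test, 1 fit of all 9 samples, a filter on dim probe sets (above the array's median in at least 2 of 3 samples of a group), eBayes without the trend, median centring, a second quantile normalization, arrayWeights, other fold limits, no shared probe sets, the replicate number as a block, the mean over a gene's probe sets, and leaving out each sample in turn. Tables were handled with Python 3.11.15 and pandas 2.3.3, and figures drawn with matplotlib 3.10.9.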

Results

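Transcripts were measured in cells sorted from the interlimb somites of mouse embryos at embryonic day 9.5. Pax3 is a paired-box homeodomain transcription factor of the dermomyotome, the dorsal epithelium of the somite, whose cells give rise to skeletal muscle. In GFP/+ embryos 1 Pax3 allele carries GFP, so that cells in which the locus is active fluoresce and can be sorted. In PAX3-FKHR/GFP embryos the other allele produces PAX3-FKHR, the oncoprotein of alveolar rhabdomyosarcoma, in which the N-terminal part of PAX3 is joined to the C-terminal part of the forkhead factor FOXO1, also called FKHR. There were 3 groups of 3 arrays each: GFP+ cells of PAX3-FKHR/GFP embryos, GFP+ cells of GFP/+ embryos, and GFP− cells, for which the labels give no Pax3 genotype. The median log2 value per array lay between 4.63 and 4.68, and arrays of 1 group correlated at 0.996 to 0.998 across probe sets. The number of arrays, 3 per group, limits the precision of every value. Errors given after ± are standard errors of a log2 difference between groups of n = 3 unless another error is named, and the p-values measure only the spread between these samples.

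Pax3 transcripts were read first, since Pax3 is the targeted locus. In GFP+ cells of GFP/+ embryos the brightest of 3 Pax3 probe sets was 25.9-fold above its level in GFP− cells (log2 difference 4.70 ± 0.14, adjusted p = 1.56e-08). In PAX3-FKHR/GFP cells this probe set fell by 0.91 on the log2 scale (SE 0.084, adjusted p = 0.000215), to 53.2% of the GFP/+ level (95% interval 46.7 to 60.5%). The group means were 8.29 ± 0.033 with PAX3-FKHR, 9.20 ± 0.125 in GFP/+ cells and 4.50 ± 0.307 in GFP− cells (log2 value, SD, n = 3). The next brightest and the dimmest Pax3 probe set stood at 57% (48.7 to 66.9%) and 57.8% (46.6 to 71.6%) of the GFP/+ level. All 3 were called lower, and all 3 remained above GFP− cells, by 13.8-fold, 53.3-fold and 9.82-fold. In GFP/+ cells the same 3 probe sets stood 25.9-fold, 93.4-fold and 17-fold above GFP− cells. For the dimmest the 3 PAX3-FKHR/GFP arrays hold the same value, 7.39, and the call was lost without PAX3-FKHR/GFP replicate 1, 2 or 3 or GFP/+ replicate 2 or 3 (adjusted p 0.0865 to 0.141). Foxo1, the mouse orthologue of the gene that supplies the FKHR part, was not called with PAX3-FKHR (0.15 ± 0.08, adjusted p = 0.585). Among its other probe sets the largest difference (0.496 ± 0.105, adjusted p = 0.0429) lay just under the fold limit.

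**Figure D1:**
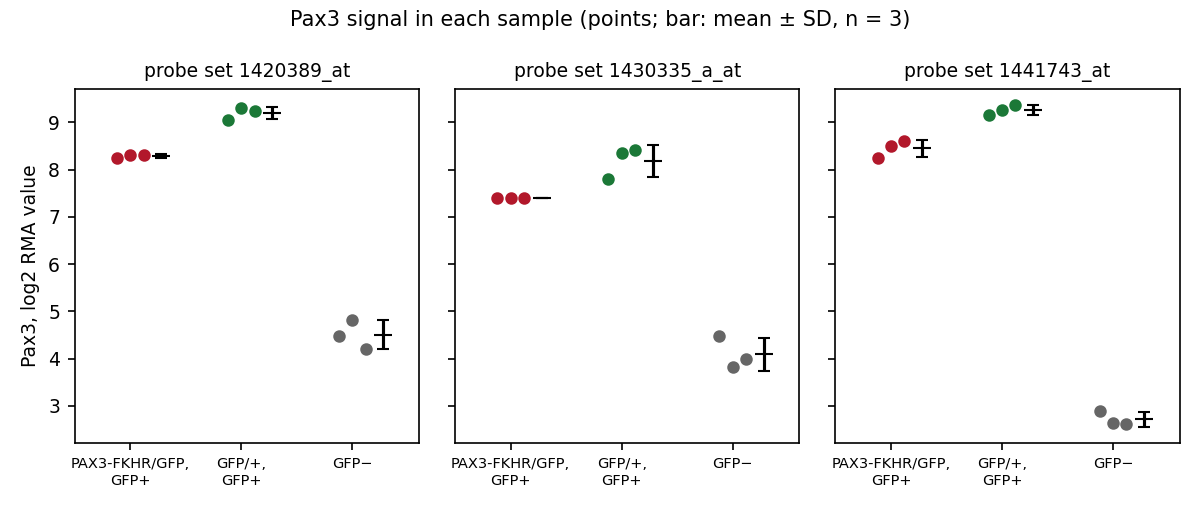
Log2 value of each Pax3 probe set, the brightest on the left and the dimmest in the middle, in each sample of the 3 groups (points), with the mean and SD of n = 3 beside them. In all 3 probe sets the PAX3-FKHR/GFP samples lie below the GFP/+ samples and far above the GFP− samples, with means of 8.29, 9.20 and 4.50 for the brightest.

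The first comparison asked which transcripts change when PAX3-FKHR takes the place of Pax3, in GFP+ cells of PAX3-FKHR/GFP against GFP/+ embryos. The largest rise was that of Pmaip1, which encodes the pro-apoptotic BH3-only protein Noxa, at 10.7-fold (log2 difference 3.42 ± 0.10, adjusted p = 2.5e-07). In GFP/+ cells the mean log2 value of Pmaip1 was 3.9, close to the 3.99 of GFP− cells and below the median of every array. For so dim a signal 10.7-fold may understate the rise. The study left out transcripts absent from GFP/+ cells but seen with PAX3-FKHR, as possibly due to FKHR activity that does not depend on PAX3. Pmaip1 may be of this kind. So may other rises from a low mean in GFP/+ cells, such as Tfap2e (3.15) and Fgf8 (3.61) below. This was not tested, so such rises cannot be read as effects through Pax3 targets. Ppfibp2, a liprin beta adaptor, rose 5.87-fold (2.55 ± 0.085), Wnt16, a Wnt ligand, 5.39-fold (2.43 ± 0.10) and Dbx1, a homeobox gene of the developing neural tube, 5.19-fold (2.38 ± 0.091). The largest falls were in the contractile apparatus of muscle. Tnnc2, fast skeletal troponin C, fell 4.13-fold (-2.05 ± 0.093, adjusted p = 2.58e-06) and Myh3, embryonic myosin heavy chain, 3.88-fold (-1.96 ± 0.088, adjusted p = 2.58e-06).

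The other large rises were those of Car11, a carbonic anhydrase related protein (2.52 ± 0.12), Coch, a secreted protein of the inner ear (2.36 ± 0.20), Mgat4a, a glycosyltransferase (2.17 ± 0.12), Alcam, a cell adhesion molecule (2.15 ± 0.11), Capn6, a calpain (2.14 ± 0.11), and Tfap2e, an AP-2 transcription factor (2.01 ± 0.10). Further large falls were found for Unc45b, a myosin chaperone (-1.83 ± 0.13), Tnni1, slow skeletal troponin I (-1.78 ± 0.085), Myh7, slow myosin heavy chain (-1.64 ± 0.10), Tnnc1, slow and cardiac troponin C (-1.56 ± 0.097), and Acta1, skeletal alpha actin (-1.55 ± 0.09). Dlk1, a transmembrane protein related to Notch ligands (-1.56 ± 0.15), Slc15a2, a peptide transporter (-1.47 ± 0.15), and Clstn2, a calsyntenin (-1.45 ± 0.084), also fell. With the mean over its probe sets Slc15a2 was not called (-0.46). In all, 238 genes were higher and 130 lower among 18193 genes, by limma at an adjusted p under 0.05 and an absolute log2 difference of at least 0.5. At the level of probe sets 398 were higher and 213 lower of 45037, and 98 genes changed at least 2-fold. In each of the 368 called genes the 3 values of 1 group all lay above those of the other, as they did in 14.6% of all genes, where chance gives 10%. Without at least 1 of the samples 161 of the 368 genes lost their call. The count of genes was 228 without PAX3-FKHR/GFP replicate 2 and 239 without GFP/+ replicate 2. The count of probe sets, 611 in all, was 358, 383 and 386 without PAX3-FKHR/GFP replicate 2, GFP/+ replicate 2 and GFP/+ replicate 3.

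Regulators of the dermomyotome and of myogenic progenitors moved both ways. Met, the receptor tyrosine kinase needed for progenitors to delaminate and migrate, rose 3.24-fold (1.70 ± 0.086, adjusted p = 5.57e-06). Lbx1, a homeobox gene of migrating progenitors (1.42 ± 0.093), Vgll3, a TEAD cofactor (1.31 ± 0.11), Tcf15, the paraxial mesoderm factor paraxis (0.92 ± 0.096), and Pax7, the paralogue of Pax3 (0.67 ± 0.087), rose too. Dach1, a cofactor of sine oculis homeobox proteins (-0.69 ± 0.097), and Sim1, a marker of the lateral dermomyotome (-0.66 ± 0.085), fell. Of 23 measured regulators 5 rose, 2 fell and 16 were not called, and 6 and 2 were called when adjusted over the list alone. The list stood higher by camera (adjusted p = 0.000938), but adjusted p = 0.305 with an estimated correlation. Six4 (0.05 ± 0.079) and Eya1 (-0.12 ± 0.11), which act together upstream of myogenesis, were not called.

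Genes of muscle determination and differentiation fell as a group, while its earliest member rose. Myf5, the first myogenic determination factor of the somite, rose 1.85-fold (0.89 ± 0.085), as did Cdh15, M-cadherin (0.54 ± 0.081). Myog, which encodes the differentiation factor myogenin (-1.23 ± 0.10), Myf6, which encodes MRF4 (-1.18 ± 0.084), and Ttn, titin (-1.18 ± 0.10), fell with Tnnc2, Myh3, Tnni1 and Myh7 above. Of 36 measured genes 19 fell, 2 rose and 15 were not called, with the same counts when adjusted over the list alone. The median log2 difference was -0.61 (camera adjusted p = 5.65e-36), and adjusted p = 0.0354 with an estimated correlation. It was the only one of the 23 lists not drawn from the study that held its call with an estimated correlation. Myod1, the other determination factor, was not called (-0.15 ± 0.12), nor was Myh8, perinatal myosin heavy chain (-0.019 ± 0.085). Cdh15 lost its call without PAX3-FKHR/GFP replicate 2 or GFP/+ replicate 2 (adjusted p 0.0502 and 0.052), which left 1 gene that rose. The muscle and progenitor genes plotted by sample did not overlap between PAX3-FKHR/GFP and GFP/+ cells.

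**Figure D2:**
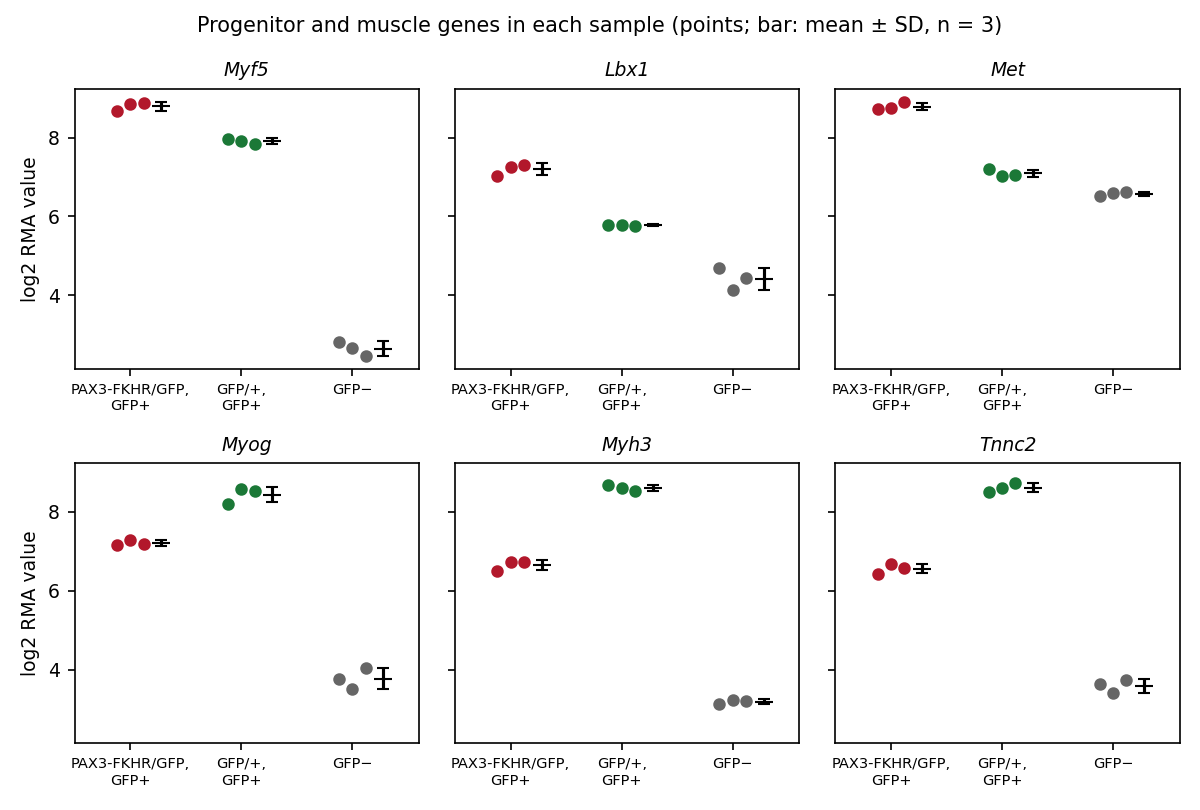
Log2 value of Myf5, Lbx1, Met, Myog, Myh3 and Tnnc2 in each sample of the 3 groups (points), with the mean and SD of n = 3. Myf5, Lbx1 and Met lie higher in PAX3-FKHR/GFP than in GFP/+ cells (log2 differences 0.89, 1.42 and 1.70), and Myog, Myh3 and Tnnc2 lie between the GFP/+ and the GFP− samples.

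Genes of several signalling pathways changed, and those that rose in the FGF pathway include ligands and inhibitors. Fgf5 (1.96 ± 0.10) and Fgf8 (1.46 ± 0.19) encode ligands, Spry1 a feedback inhibitor (1.62 ± 0.088) and Etv5 an ETS factor downstream of the receptors (1.58 ± 0.096). The receptor gene Fgfr3 fell (-0.57 ± 0.10), and Fgfr1 (0.38 ± 0.12) and Fgfr2 (-0.36 ± 0.081) were not called. Of 23 measured FGF pathway and feedback genes 8 rose, 1 fell and 14 were not called, and 9 and 1 were called when adjusted over the list alone (camera adjusted p = 4.33e-09, and adjusted p = 0.0562 with an estimated correlation). Fgfr3 lost its call without PAX3-FKHR/GFP replicate 1 or 2 or GFP/+ replicate 2 or 3 (adjusted p 0.0725 to 0.139), when 0 fell, and 2 fell without GFP/+ replicate 1.

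Wnt16, Dkk2, a secreted modulator of Wnt receptors (1.51 ± 0.12), Ankrd6, which encodes the intracellular regulator diversin (1.36 ± 0.095), and Sp5, a transcription factor induced by Wnt signals (1.35 ± 0.12), rose. Sfrp1, a secreted Wnt antagonist (-0.54 ± 0.081), and Notum, an enzyme that inactivates Wnt ligands (-0.71 ± 0.11), fell. The common pathway readouts Axin2 (0.055 ± 0.086) and Lef1 (0.099 ± 0.08) were not called. Of 23 measured Wnt pathway genes 9 rose, 2 fell and 12 were not called, with the same counts when adjusted over the list alone (camera adjusted p = 2.17e-08, and adjusted p = 0.111 with an estimated correlation). Notum lost its call without PAX3-FKHR/GFP replicate 2 or GFP/+ replicate 3 (adjusted p 0.0673 and 0.0692), and Sfrp1 without these or PAX3-FKHR/GFP replicate 1 (0.0187 to 0.0703, the lowest with a difference under the fold limit), which left 0 or 1 that fell.

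In the BMP and TGF-beta pathway Id4, an inhibitor of basic helix-loop-helix factors (1.26 ± 0.12), Chrdl1, a secreted BMP antagonist (1.05 ± 0.094), and Tgfb2, a ligand (0.77 ± 0.083), rose. Tgfbi, a matrix protein induced by TGF-beta, fell (-0.69 ± 0.10), but not without GFP/+ replicate 3 (adjusted p = 0.0557), when 0 fell. The ligand genes Bmp2 (0.073 ± 0.12) and Bmp4 (-0.42 ± 0.098) were not called. Of 25 measured genes 6 rose, 1 fell and 18 were not called, with the same counts when adjusted over the list alone (camera adjusted p = 1e-07, and adjusted p = 0.129 with an estimated correlation). The number that rose was 3 without PAX3-FKHR/GFP replicate 2 or GFP/+ replicate 2.

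Boc (0.86 ± 0.086) and Cdon (0.80 ± 0.098), which encode Hedgehog co-receptors, were the 2 of 10 measured Hedgehog pathway genes that rose, and 0 fell. The counts were the same when adjusted over the list alone (camera adjusted p = 0.00671, and adjusted p = 0.398 with an estimated correlation). With the mean over its probe sets Boc was under the fold limit (0.44). The Hedgehog targets Ptch1 (0.035 ± 0.11) and Gli1 (-0.23 ± 0.085) were not called. Hes1, a transcriptional effector of Notch, rose (0.68 ± 0.085), alone among 18 measured Notch pathway genes, of which 0 fell. The ligand genes Dll1 (-0.12 ± 0.097) and Dll3 (-0.13 ± 0.076) were not called. The count was the same when adjusted over the list alone, and the Notch list did not pass (camera adjusted p = 0.699), its median of -0.058 differing in sign from its mean of 0.045 and from the higher direction in camera.

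Of the ephrins and Eph receptors Epha2 rose (0.67 ± 0.10) and Epha3 fell (-0.90 ± 0.10), and Epha1 (-0.067 ± 0.12) and Epha4 (0.11 ± 0.22) were not called. These were the only calls among 18 measured genes read from their brightest probe set, also when adjusted over the list alone (camera adjusted p = 0.87). Efnb1 (0.465 ± 0.093) and Epha7 (0.484 ± 0.102) lay just under the fold limit, and dimmer probe sets called them higher, 1 of Efnb1 (0.613, adjusted p = 0.00284) and 2 of Epha7 (0.827 and 0.729, adjusted p 0.0194 and 0.0354). Its median of -0.006 differed in sign from its mean of 0.018 and from the higher direction in camera. Epha2 lost its call without PAX3-FKHR/GFP replicate 2 or GFP/+ replicate 3 (adjusted p 0.0622 and 0.0628), which left 0 that rose, and 2 rose without GFP/+ replicate 1. Itgb8, an integrin subunit that activates TGF-beta, fell (-0.87 ± 0.14), the single call among 28 measured integrins, laminins and other matrix genes, also when adjusted over the list alone (camera adjusted p = 0.666). The median of that list, 0.014, differed in sign from its mean of -0.028 and from the lower direction in camera. Itgb8 was not called without PAX3-FKHR/GFP replicate 2 or any of the GFP/+ replicates 1, 2 and 3 (adjusted p 0.052 to 0.0856). The integrin genes Itga1 (0.23 ± 0.15) and Itga2 (0.088 ± 0.09) were not called.

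Hox genes, which give positional identity along the body axis, were lower on balance, and 1 rose. Hoxb1 (-1.22 ± 0.12), Hoxa4 (-0.96 ± 0.16), Hoxc5 (-0.59 ± 0.09), Hoxc6 (-0.57 ± 0.075) and Hoxc8 (-0.55 ± 0.09) fell, whereas Hoxa11, a gene of the posterior HoxA cluster, rose 3.1-fold (1.63 ± 0.11, adjusted p = 2.42e-05). Of 33 measured Hox genes 5 fell, 1 rose and 27 were not called, among them Hoxa2 (-0.083 ± 0.09) and Hoxa3 (0.021 ± 0.087), with the same counts when adjusted over the list alone. The median was -0.20 (camera adjusted p = 3.07e-08), and adjusted p = 0.111 with an estimated correlation. Without PAX3-FKHR/GFP replicate 2, GFP/+ replicate 2 or GFP/+ replicate 3 the number that fell was 2. Those 3 samples each decided the call of Hoxc5 (adjusted p 0.0622 to 0.0725 without them), they and GFP/+ replicate 1 that of Hoxa4 (0.0613 to 0.0949), and they and PAX3-FKHR/GFP replicate 1 that of Hoxc8 (0.0209 to 0.0949, the lowest with a difference under the fold limit). Averaged over its probe sets Hoxc5 was not called (-0.36).

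Markers of the sclerotome, the ventral part of the somite that forms cartilage and bone, were lower on balance. Pax1 (-0.57 ± 0.086), Foxc2 (-0.56 ± 0.10) and Foxc1 (-0.54 ± 0.097) fell, while Uncx, a homeobox gene of the caudal sclerotome, rose (0.74 ± 0.093). Of 14 measured sclerotome and tendon progenitor markers 3 fell, 1 rose and 10 were not called, and 3 and 2 when adjusted over the list alone (camera adjusted p = 0.000938, and adjusted p = 0.245 with an estimated correlation). Pax9 (-0.26 ± 0.095) and Nkx3-2 (-0.20 ± 0.097) were not called. The study describes Foxc2 as expressed in the dermomyotome as well, so its fall need not concern sclerotome cells. Pax1 lost its call without PAX3-FKHR/GFP replicate 2 or GFP/+ replicate 2 or 3 (adjusted p 0.0647 to 0.0709), Foxc1 without any 1 of the 6 samples (0.051 to 0.16), and Foxc2 without any but PAX3-FKHR/GFP replicate 3 (0.0461 to 0.155, the lowest with a log2 difference of -0.48 without PAX3-FKHR/GFP replicate 1). The number that fell was 1 without PAX3-FKHR/GFP replicate 1 and 0 without PAX3-FKHR/GFP replicate 2 or GFP/+ replicate 2 or 3. Averaged over probe sets, Pax1 (-0.47) and Foxc1 (-0.45) were under the fold limit.

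Because the dissected tissue may have held some Pax3 positive neural crest cells, crest markers were read beside those of the somite. Of 13 measured neural crest markers 2 rose, the AP-2 factor genes Tfap2c (0.61 ± 0.11) and Tfap2b (0.59 ± 0.084), and 0 fell, with the same counts when adjusted over the list alone. The median was 0.22 (camera adjusted p = 4.07e-06), and adjusted p = 0.245 with an estimated correlation. Sox10 (0.14 ± 0.086) and Foxd3 (0.28 ± 0.11), core regulators of the crest, were not called. Tfap2c lost its call without any sample but PAX3-FKHR/GFP replicate 1 (adjusted p 0.0535 to 0.174) and averaged over its probe sets (0.32), and Tfap2b without GFP/+ replicate 2 or 3 (0.0511 and 0.0533). The number that rose was 3 without PAX3-FKHR/GFP replicate 1, 1 without PAX3-FKHR/GFP replicate 2 or 3 or GFP/+ replicate 1, and 0 without GFP/+ replicate 2 or 3.

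Neurog1, a proneural factor (1.11 ± 0.078), Elavl4, an RNA binding protein of neurons (0.84 ± 0.094), Isl1, a LIM homeobox gene of sensory and motor neurons (0.80 ± 0.098), and Nhlh2, a neuronal basic helix-loop-helix factor (0.76 ± 0.088), rose. Neurog2, the other neurogenin measured (-0.78 ± 0.13), and Pax6, a gene of neural progenitors (-0.74 ± 0.092), fell. Of 20 measured neural tube and neuron markers 4 rose, 2 fell and 14 were not called, including Sox1 (-0.36 ± 0.098) and Sox2 (0.015 ± 0.095), with the same counts when adjusted over the list alone. The list passed narrowly (camera adjusted p = 0.0383), with adjusted p = 0.472 with an estimated correlation. It did not pass without PAX3-FKHR/GFP replicate 2 (0.24), PAX3-FKHR/GFP replicate 3 (0.0815), GFP/+ replicate 1 (0.0652) or GFP/+ replicate 3 (0.0649), after a filter on dim probe sets (0.124) or after a second quantile normalization (0.0694), and with the replicate number as a block its adjusted p was 0.052. Neurog2 lost its call without GFP/+ replicate 1, 2 or 3 (adjusted p 0.0575 to 0.0949), and leaving out any 1 of these left 1 gene that fell.

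Markers of cell types that the GFP gate should remove were mostly not called. Of 11 measured primitive erythroid markers 1 rose, the embryonic globin gene Hbb-y (0.65 ± 0.093), and 0 fell, with the same counts when adjusted over the list alone, and Hba-a1 (-0.051 ± 0.075) and Hba-x (0.27 ± 0.082) were not called. The Hba-a1 probe set was dim in PAX3-FKHR/GFP (3.37) and GFP/+ cells (3.42), so its missing call says little. The list had a camera adjusted p of 0.029, and adjusted p = 0.208 with an estimated correlation. It did not pass without PAX3-FKHR/GFP replicate 1 (0.306) or GFP/+ replicate 2 (0.0575). Hbb-y lost its call without PAX3-FKHR/GFP replicate 2 or GFP/+ replicate 2 or 3 (adjusted p 0.053 to 0.0632), which left 0 that rose, and 2 rose without PAX3-FKHR/GFP replicate 1 or 3. The second was Hbb-bh1, another embryonic beta globin gene, which with all samples lay just under the fold limit (0.497 ± 0.083, adjusted p = 0.0115) and had a dimmer probe set called higher (0.51 ± 0.082, adjusted p = 0.00916). Of 18 endothelial markers 1 fell, the ETS factor gene Fli1 (-0.72 ± 0.13), and 0 rose, or 1 and 1 when adjusted over the list alone (camera adjusted p = 0.137). Pecam1 (-0.17 ± 0.10) and Kdr (-0.001 ± 0.083) were not called, and Fli1 kept its call only without GFP/+ replicate 1 (adjusted p 0.0707 to 0.15 without each other sample, when 0 fell). Pecam1 was dim in PAX3-FKHR/GFP (3.88) and GFP/+ cells (4.05), so its missing call says little.

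Of 14 measured intermediate and lateral plate mesoderm markers 1 rose, Prrx1, a homeobox gene of limb and body wall mesenchyme (0.65 ± 0.11), and 0 fell, with the same counts when adjusted over the list alone (camera adjusted p = 0.925). The median of -0.017 differed in sign from the mean of 0.02 and from the higher direction in camera. Prrx1 was not called without PAX3-FKHR/GFP replicate 2 or any of GFP/+ replicates 1, 2 and 3 (adjusted p 0.0839 to 0.116), when 0 rose, nor averaged over its probe sets (0.46). Osr1 (-0.38 ± 0.13) and Pax8 (0.088 ± 0.093), genes of the intermediate mesoderm, were not called. By limma 0 of 10 leukocyte markers were called, also when adjusted over the list alone and by the local pooled error test, and 1 passed an unadjusted p of 0.05 (camera adjusted p = 0.871). Ptprc (-0.024 ± 0.072) and Csf1r (-0.33 ± 0.13) were among them, and the mean of -0.013 differed in sign from the median of 0.042 and from the higher direction in camera. Surface ectoderm and epithelial markers, among them the keratin genes Krt8 (0.24 ± 0.078) and Krt18 (0.20 ± 0.079), also gave 0 calls of 14 by both tests and when adjusted over the list alone, and 3 passed an unadjusted p of 0.05 (camera adjusted p = 0.681). Their median of -0.013 differed in sign from their mean of 0.023 and from the higher direction in camera.

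Of 24 measured proliferation genes 0 were called by limma or by the local pooled error test, also when adjusted over the list alone, and 1 passed an unadjusted p of 0.05, with Mki67 at -0.10 ± 0.10 and Top2a at 0.015 ± 0.11 (camera adjusted p = 0.902, and 0.0223 without PAX3-FKHR/GFP replicate 1). Among 16 p53 response and apoptosis genes Pmaip1 rose with the antiproliferative gene Btg2 (0.65 ± 0.11), and Cdkn1a, which encodes the cell cycle inhibitor p21, fell (-0.79 ± 0.08). The counts were 2 higher, 1 lower and 13 not called, the same when adjusted over the list alone (camera adjusted p = 0.188). Btg2 lost its call without any sample but GFP/+ replicate 2 (adjusted p 0.0563 to 0.119), and 1 gene rose without PAX3-FKHR/GFP replicate 2 or 3 or GFP/+ replicate 1 or 3. The p53 targets Bbc3 (0.077 ± 0.12) and Mdm2 (0.086 ± 0.089) were not called. Of 20 FoxO target genes 2 rose, Klf4, a Krüppel-like factor (1.19 ± 0.092), and Fbxo32, which encodes the ubiquitin ligase atrogin-1 (0.64 ± 0.096), or 3 when adjusted over the list alone, and 0 fell. Cited2 (-0.14 ± 0.12) and Bcl6 (-0.16 ± 0.11) were not called (camera adjusted p = 0.000251, and adjusted p = 0.257 with an estimated correlation), and Fbxo32 was not called averaged over its probe sets (0.21).

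Of 21 measured genes raised in PAX3-FKHR positive rhabdomyosarcoma, the muscle tumour in which the fusion occurs, 5 rose, 0 fell and 16 were not called. These were Met, Fgf8 and Tfap2b, Pipox, which encodes an oxidase of pipecolic acid (0.76 ± 0.16), and Grem1, which encodes the BMP antagonist gremlin (0.68 ± 0.13). When adjusted over the list alone 6 rose (camera adjusted p = 0.000114, and adjusted p = 0.0562 with an estimated correlation). Pipox lost its call without any sample but GFP/+ replicate 1 (adjusted p 0.101 to 0.266), without the intensity trend (0.0512) and with the replicate number as a block (0.0624). Grem1 lost it without any sample but PAX3-FKHR/GFP replicate 3 (0.0608 to 0.183), and Tfap2b without GFP/+ replicate 2 or 3 (0.0511 and 0.0533). The number that rose was 3 without PAX3-FKHR/GFP replicate 1 or 2 and 2 without GFP/+ replicate 2 or 3. Fgfr4 (-0.046 ± 0.11) and Mycn (-0.08 ± 0.087) were not called, although a dimmer probe set of Fgfr4 was called higher (0.98 ± 0.099, adjusted p = 0.000393).

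Some immediate early and dissociation stress genes, which cells induce within minutes of handling or growth factor stimulation, rose in the PAX3-FKHR/GFP samples. Egr2 (1.39 ± 0.10), Fosl2 (1.23 ± 0.11), Fosb (1.20 ± 0.095) and Egr3 (0.84 ± 0.13) rose, and Fos (0.25 ± 0.11) and Jun (0.16 ± 0.093) were not called. Of 21 measured genes 7 rose, 0 fell and 14 were not called, with the same counts when adjusted over the list alone (camera adjusted p = 4.37e-12, and adjusted p = 0.171 with an estimated correlation). The number that rose was 3 without PAX3-FKHR/GFP replicate 2 and 4 without PAX3-FKHR/GFP replicate 3 or GFP/+ replicate 1, 2 or 3. Egr3 lost its call without PAX3-FKHR/GFP replicate 2 or 3 or GFP/+ replicate 1 or 3 (adjusted p 0.0649 to 0.0992), and averaged over its probe sets (0.40). As a sign of RNA length, the 3′ probe set of Gapdh exceeded the 5′ one by 1.64 ± 0.082 with PAX3-FKHR, 1.85 ± 0.138 in GFP/+ and 1.77 ± 0.031 in GFP− cells (log2, SD, n = 3). For Actb the excess was 1.41 ± 0.039, 1.54 ± 0.142 and 1.47 ± 0.083. In both controls every PAX3-FKHR/GFP array lay below every GFP/+ array, and whether this affected the calls was not tested.

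The study listed transcription regulators as higher or lower in somites with PAX3-FKHR. Since it chose them on these arrays, their direction here is not independent evidence. Of the 30 and 26 genes so listed 29 and 20 were measured, and the tests cover only these. Of 29 measured genes listed as higher 23 rose, 0 fell and 6 were not called, and 25 rose when adjusted over the list alone, which is not independent evidence either. Dbx1, Lbx1, Sp5 and Vgll3 led them, and Tbx3, a T-box gene of the hypaxial somite (1.11 ± 0.11), and Hdac5, a class II histone deacetylase (0.66 ± 0.08), were among them. Dmrt2, a dermomyotome gene, was not called (0.53 ± 0.12, adjusted p = 0.0551), nor were Zfp568 (0.12 ± 0.083) and Nr4a3 (-0.13 ± 0.091). A dimmer probe set of Nr4a3 was called higher (1.18 ± 0.14, adjusted p = 0.00105), and that of Zfp568 differed by 1.30 ± 0.55 without a call (adjusted p = 0.444). Of 20 measured genes listed as lower 16 fell, 1 rose and 3 were not called, the same when adjusted over the list alone. Myog, Hoxb1, Myf6 and Hoxa4 had the largest falls, Nhlh2 rose, and Runx1t1 (-0.28 ± 0.10), Meis1 (-0.14 ± 0.12) and Chd8 (0.024 ± 0.076) were not called. Dimmer probe sets of Meis1 (-0.66 ± 0.11, adjusted p = 0.0116) and Chd8 (-1.03 ± 0.11, adjusted p = 0.000556) were called lower, and a dimmer one of Runx1t1 differed by -0.55 ± 0.16 without a call (adjusted p = 0.165). Camera gave adjusted p values of 2.21e-48 and 3.2e-26, and adjusted p = 0.0562 for both with an estimated correlation. In all 11 members of the 25 lists were called with PAX3-FKHR by a dimmer probe set only, and besides those named with such values they were Spry4, Gas1, Id2 and Sesn1, all higher. The number of listed genes that fell was 10 without PAX3-FKHR/GFP replicate 1 or GFP/+ replicate 1, 9 without GFP/+ replicate 2, and 8 without PAX3-FKHR/GFP replicate 2 or GFP/+ replicate 3. Hoxa4 lost its call without PAX3-FKHR/GFP replicate 2 or GFP/+ replicate 1, 2 or 3 (adjusted p 0.0613 to 0.0949).

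**Figure D3:**
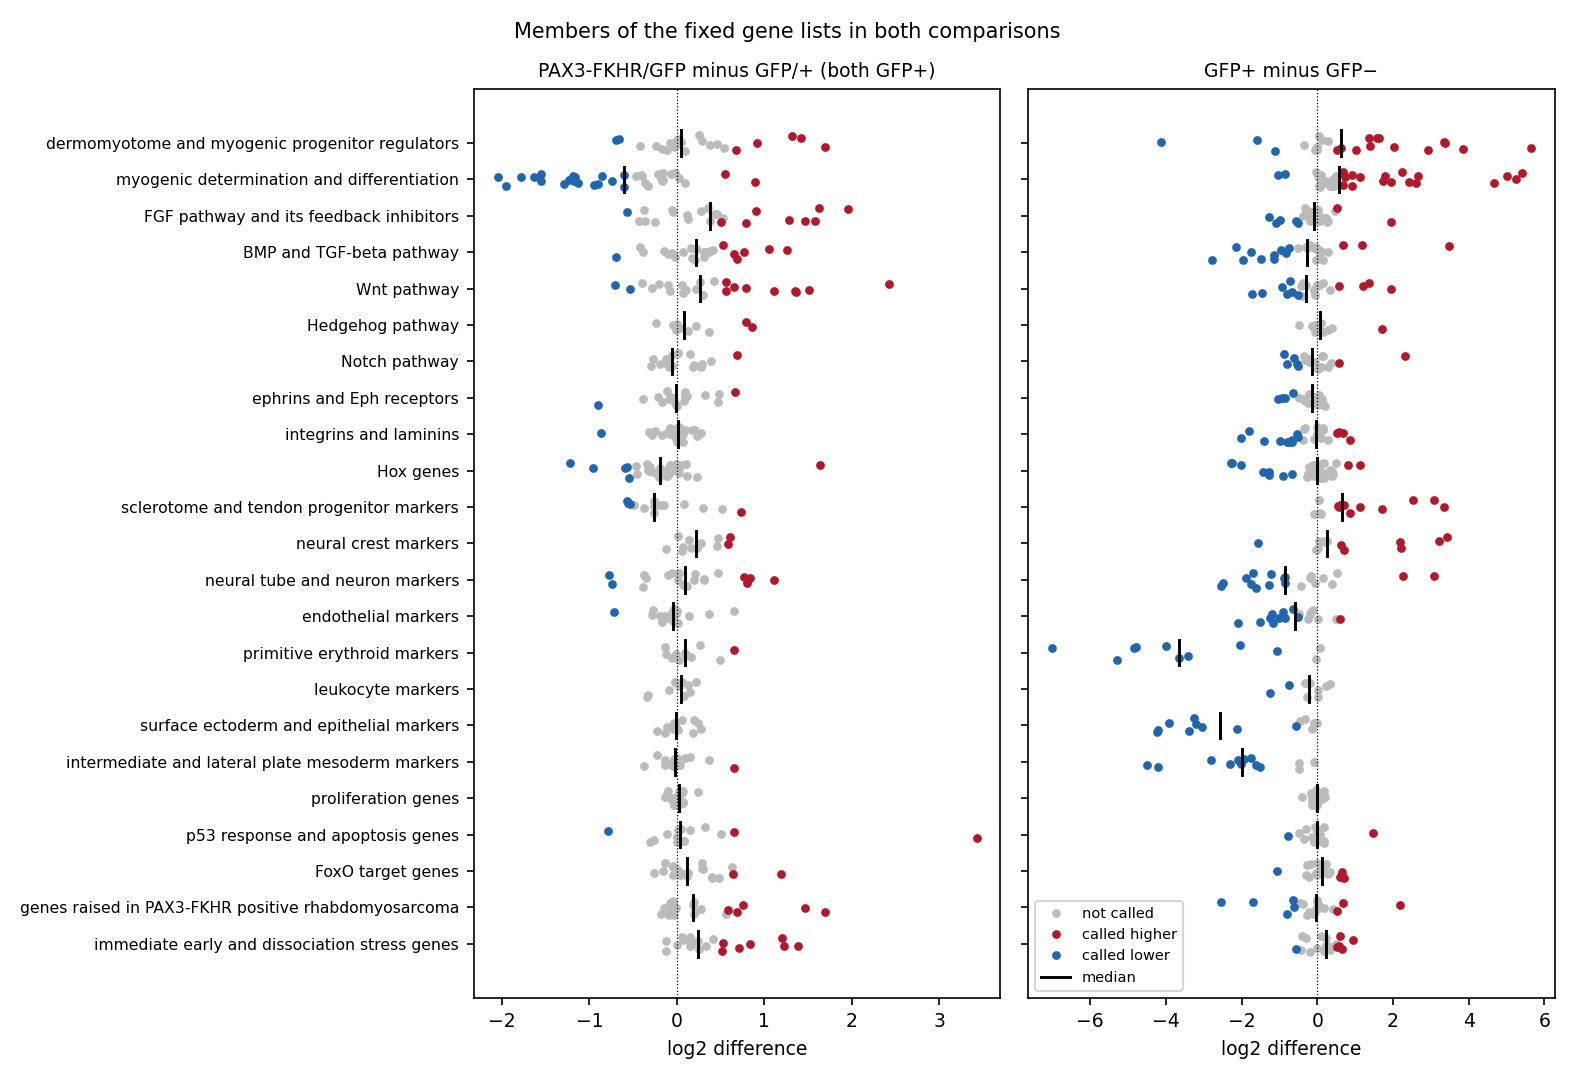
Log2 difference of each measured member of the 23 gene lists not drawn from the study, in PAX3-FKHR/GFP against GFP/+ cells on the left and GFP+ against GFP− cells on the right, red where called higher, blue where called lower and grey where not called, with a black bar at the list's median. With PAX3-FKHR most points lie near 0 apart from muscle genes on the lower side (median -0.61), and between GFP+ and GFP− cells the erythroid, ectoderm and mesoderm markers lie far to the lower side (medians -3.66, -2.58 and -1.98).

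The second comparison, of GFP+ with GFP− cells, asked which transcripts mark GFP+ cells of the somite. The study allows that some sorted cells may have kept GFP from the epithelial somite, where the allele is expressed throughout. GFP+ cells are therefore not all certain to be Pax3 positive. The study's results and statistical methods place the GFP− cells in GFP/+ embryos, while its list of hybridized groups names wild-type embryos, so a difference of genotype is not fully excluded. Dmrt2, a transcription factor gene of the dermomyotome, was 49.8-fold higher in GFP+ cells (5.64 ± 0.12, adjusted p = 1.35e-09), Myh3 42.6-fold (5.41 ± 0.075), Myf5 38.2-fold (5.26 ± 0.10) and Tnnc2 32.5-fold (5.02 ± 0.10). Embryonic globin genes showed the largest differences the other way. Hba-x, an embryonic alpha globin, was 129-fold lower in GFP+ cells (-7.01 ± 0.064, adjusted p = 6.07e-12), Hbb-bh1, an embryonic beta globin, 39.3-fold (-5.30 ± 0.047), and Foxa1, a forkhead gene of endoderm, 23.5-fold (-4.56 ± 0.10). In GFP− cells the Hbb-bh1 value (13.8) lay near the array maxima of 14.2. Another Hbb-bh1 probe set differed by -6.855 on the log2 scale, so 39.3-fold may understate the difference.

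Pax3, Myog (4.66 ± 0.14), Fap, a cell surface serine protease (4.35 ± 0.081), Meox2, a somite homeobox gene (3.85 ± 0.09), Fst, which encodes the activin and BMP antagonist follistatin (3.48 ± 0.14), and Sox10, a neural crest regulator (3.43 ± 0.089), were the other genes with the largest enrichment in GFP+ cells. Lhx9, a LIM homeobox gene (-4.92 ± 0.097), Gpr50, an orphan receptor (-4.84 ± 0.12), Alas2 (-4.84 ± 0.084) and Hemgn (-4.80 ± 0.092), genes of red cell precursors, Hand2 (-4.51 ± 0.085) and Gata6 (-4.22 ± 0.071), transcription factor genes of lateral mesoderm, and Krt8, a simple epithelial keratin (-4.24 ± 0.055), were the other genes most depleted. By limma, 349 genes were higher and 918 lower of 18193, and 523 differed at least 2-fold. At the level of probe sets 638 were higher and 1457 lower of 45037. In 1266 of the 1267 called genes the groups did not overlap, the exception being Hk1, a hexokinase picked out after its value was seen (-0.50 ± 0.13), against 28.2% of all genes and 10% by chance. Without at least 1 of the samples 233 of the 1267 lost their call.

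Progenitor and muscle genes were enriched in GFP+ cells. Of 23 measured dermomyotome and progenitor regulators 13 were higher, 3 lower and 7 not called, the same when adjusted over the list alone (camera adjusted p = 7.84e-10, and adjusted p = 0.0134 with an estimated correlation). Tcf15 (3.38 ± 0.088) and Pax7 (3.36 ± 0.085) were higher. Tcf21 (-4.14 ± 0.11) and Msc (-1.60 ± 0.11), basic helix-loop-helix genes of head muscle progenitors and other mesoderm, and Dach2 (-1.11 ± 0.13) were lower. Met, higher by 0.52 ± 0.073, was under the fold limit without GFP/+ replicate 1 or GFP− replicate 1 (as low as 0.467). Six4 (0.29 ± 0.079) and Eya4 (-0.01 ± 0.079) were not called. Of 36 measured muscle genes 18 were higher, 2 lower and 16 not called, the same when adjusted over the list alone (camera adjusted p = 2.83e-20, and adjusted p = 0.0162 with an estimated correlation). The lower ones were Myl4, atrial myosin light chain (-1.03 ± 0.071), and Myh7 (-0.85 ± 0.076), both of which the heart also expresses, and Des (0.34 ± 0.10) and Actc1 (0.44 ± 0.055) were not called.

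Signalling genes divided between the fractions. In the BMP and TGF-beta list 3 were higher, with Fst in front, and 10 lower of 25 measured, or 3 and 11 when adjusted over the list alone (camera adjusted p = 2.05e-05, and adjusted p = 0.0195 with an estimated correlation). Bmp4, a ligand of lateral mesoderm and ectoderm (-2.79 ± 0.058), and the BMP induced homeobox genes Msx2 (-2.15 ± 0.072) and Msx1 (-1.96 ± 0.063) were lower, Tgfb3 (1.18 ± 0.073) and Grem1 (0.68 ± 0.16) were higher, and Bmp5 (-0.097 ± 0.079) and Nog (0.14 ± 0.14) were not called. Grem1 lost its call without GFP/+ replicate 2 or 3 or GFP− replicate 1 or 3 (adjusted p 0.106 to 0.13). Of 23 Wnt pathway genes 4 were higher, namely Wnt16 (1.94 ± 0.15), Nkd2, an inhibitor of Dishevelled (1.36 ± 0.085), Sp5 (1.21 ± 0.075) and Rspo3, a Wnt agonist (0.57 ± 0.075), and 7 lower, among them Apcdd1 (-1.72 ± 0.088) and Sfrp1 (-1.46 ± 0.062), the same when adjusted over the list alone. Camera gave adjusted p = 0.0196, then adjusted p = 0.0955 with an estimated correlation and 0.0816 after the filter on dim probe sets, and Axin2 (-0.061 ± 0.06) and Lef1 (-0.089 ± 0.066) were not called.

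Of 23 FGF pathway genes 2 were higher, the ligand gene Fgf18 (1.93 ± 0.11) and Flrt3 (0.52 ± 0.072), and 5 lower, namely Fgfr3 (-1.28 ± 0.08), Fgfr2 (-1.09 ± 0.067), Etv5 (-0.98 ± 0.067), Sulf1 (-0.56 ± 0.077) and Il17rd (-0.51 ± 0.068), the same when adjusted over the list alone (camera adjusted p = 0.17). Fgfr1 (-0.32 ± 0.10) and Fgfr4 (0.009 ± 0.083) were not called, and Etv5 was not called averaged over its probe sets (-0.45). Without GFP/+ replicate 3 the counts were 1 and 3, and without GFP− replicate 2 the count higher was 1. Differences under the fold limit accounted for this, in Flrt3 without GFP/+ replicate 1 or 3 or GFP− replicate 2 (as small as 0.486), in Sulf1 without GFP/+ replicate 3 (-0.493) and in Il17rd without GFP/+ replicate 3 or GFP− replicate 3 (as small as -0.443). Boc was the 1 gene higher of 10 in the Hedgehog list (1.70 ± 0.074), with 0 lower, the same when adjusted over the list alone (camera adjusted p = 0.17). Gli1 (0.10 ± 0.074) was not called, nor was Ptch1 (-0.48 ± 0.066), which was called lower without GFP/+ replicate 1 (-0.53) or GFP− replicate 2 (-0.52).

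In the Notch list 2 of 18 genes were higher, the effector genes Heyl (2.32 ± 0.11) and Hes1 (0.58 ± 0.053), and 5 lower, namely the ligand genes Jag1 (-0.88 ± 0.099), Dll3 (-0.80 ± 0.061) and Jag2 (-0.61 ± 0.10), the feedback inhibitor gene Nrarp (-0.55 ± 0.075) and the effector gene Hes5 (-0.51 ± 0.10), the same when adjusted over the list alone (camera adjusted p = 0.277). The count lower was 3 without GFP− replicate 1, which Nrarp needed for its call (adjusted p = 0.00487 without it, under the fold limit), and Hes5 lost its call without that sample, GFP− replicate 2 or GFP/+ replicate 2 or 3 (0.0643 to 0.0731). Jag1 was not called averaged over its probe sets (-0.44), and Dll1 (0.019 ± 0.085) and Hes7 (0.28 ± 0.09) were not called. Ephb1 (-1.04 ± 0.13), Epha4 (-0.94 ± 0.21), Efna1 (-0.86 ± 0.089) and Efnb3 (-0.64 ± 0.09) were the 4 ephrin and Eph genes lower of 18, with 0 higher, the same when adjusted over the list alone (camera adjusted p = 0.0155, and adjusted p = 0.0955 with an estimated correlation). Epha4 lost its call without GFP/+ replicate 3 or GFP− replicate 1, 2 or 3 (adjusted p 0.0503 to 0.13), and Efna1 averaged over its probe sets (-0.47). Epha1 (0.17 ± 0.097) and Epha2 (-0.491 ± 0.089, adjusted p = 0.00649) were not called, but Epha2 was called lower with arrayWeights (-0.502) and without GFP/+ replicate 1 or 2 or GFP− replicate 1 (-0.515 to -0.54). The count lower was 5 without GFP/+ replicate 1 or 2 and 3 without GFP/+ replicate 3 or GFP− replicate 2 or 3. Integrins and laminins included 4 genes higher and 10 lower of 28, the same when adjusted over the list alone. The integrin genes Itga3 (-2.01 ± 0.073), Itgb3 (-1.81 ± 0.11) and Itga8 (-1.40 ± 0.088) and the nidogen gene Nid1 (-0.99 ± 0.062) led the lower ones, Itga2 (-0.084 ± 0.09) and Itga5 (-0.011 ± 0.071) were not called, and Nid2 (0.86 ± 0.084), Itga6 (0.66 ± 0.054), Lama2 (0.58 ± 0.086) and Itga4 (0.52 ± 0.11) were higher, the last with a call only without GFP/+ replicate 3 when 1 sample was left out (adjusted p 0.0552 to 0.0963 without each other). Camera gave adjusted p = 0.0155, then 0.0997 with the mean over probe sets and adjusted p = 0.132 with an estimated correlation.

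Hox genes did not pass as a list by camera (adjusted p = 0.263, with a median of -0.015), but were lower by fry (adjusted p = 0.000253). Of 33 measured 23 were not called, among them Hoxa2 (0.40 ± 0.081) and Hoxa3 (0.17 ± 0.15), 8 were lower in GFP+ cells, with the largest differences for Hoxd9 (-2.28 ± 0.072), Hoxd10 (-2.26 ± 0.13), Hoxd13 (-2.01 ± 0.10) and Hoxa10 (-1.45 ± 0.11), and 2 were higher, Hoxd3 (1.12 ± 0.083) and Hoxd1 (0.80 ± 0.13), the same when adjusted over the list alone. Sclerotome markers were higher, with Uncx at 3.34 ± 0.077, Pax1 at 3.09 ± 0.081, Foxc2 at 2.52 ± 0.089 and Foxc1 at 1.70 ± 0.094. Of 14 measured 10 were higher and 0 lower, the same when adjusted over the list alone (camera adjusted p = 2.67e-12, and adjusted p = 0.0129 with an estimated correlation), and Nkx3-2 (0.047 ± 0.072) and Tbx18 (-0.096 ± 0.066) were not called. The study holds that sclerotome markers such as Pax1 probably reflect included ventral somite cells, perhaps through lasting GFP. It also places Foxc2 together with Pax3 in the dermomyotome. Which cells gave these signals was not tested. Neural crest markers were also higher, among them Foxd3 (3.21 ± 0.14), Erbb3, a neuregulin receptor (2.22 ± 0.076), and Tfap2b (2.19 ± 0.064), while Tfap2c was lower (-1.56 ± 0.094). Of 13 measured 6 were higher and 1 lower, the same when adjusted over the list alone (camera adjusted p = 7.41e-07, and adjusted p = 0.0355 with an estimated correlation), and Tfap2a (0.25 ± 0.067) and Snai2 (-0.046 ± 0.06) were not called.

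Neural tube and neuron markers were lower on balance, with 11 lower, 2 higher and 7 not called of 20, or 11 and 3 called when adjusted over the list alone (camera adjusted p = 2.01e-06, and adjusted p = 0.0175 with an estimated correlation). Olig2 (-2.55 ± 0.16) and Isl1 (-2.50 ± 0.086), of motor neuron progenitors and motor neurons, were lower, Zic1 (3.08 ± 0.071), a gene of the dorsal neural tube and dorsal somite, and Pou4f1 (2.26 ± 0.24), of sensory neurons, were higher, and Sox1 (0.38 ± 0.085) and Sox2 (-0.42 ± 0.06) were not called. Endothelial markers were lower for 10 of 18, led by Cd34 (-2.09 ± 0.15), Cdh5 (-1.52 ± 0.13), Flt1 (-1.24 ± 0.11) and Tek (-1.20 ± 0.091), and higher for Fli1 (0.60 ± 0.12, lost without GFP/+ replicate 2 or 3 or GFP− replicate 1 or 2, adjusted p 0.0604 to 0.0667, when Etv2 was called higher in its place at 0.506 to 0.585), the same when adjusted over the list alone (camera adjusted p = 3.72e-08, and adjusted p = 0.0175 with an estimated correlation). Pecam1 (0.004 ± 0.094) and Kdr (-0.48 ± 0.067) were not called, and Kdr was called lower without GFP/+ replicate 3 (-0.52), GFP− replicate 1 (-0.50) or GFP− replicate 2 (-0.51). Pecam1 was dim in GFP+ and in GFP− cells (4.05 in each), so its missing call says little. Of 11 primitive erythroid markers 9 were lower and 0 higher, with a median of -3.66 (camera adjusted p = 3.05e-19, and adjusted p = 0.0129 with an estimated correlation), the same counts when adjusted over the list alone. Hba-a1 (0.077 ± 0.067) and Epb42 (-0.035 ± 0.099) were not called, and averaged over its probe sets Epb42 was (-0.70). Both were read from probe sets dim in both groups, Hba-a1 at 3.42 in GFP+ and 3.34 in GFP− cells. Their missing calls do not show equal expression.

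Surface ectoderm and epithelial markers were lower for 9 of 14 and higher for 0, led after Krt8 by Cdh1, E-cadherin (-4.20 ± 0.12), Esrp1, an epithelial splicing factor (-3.92 ± 0.076), and Krt18 (-3.38 ± 0.058), the same when adjusted over the list alone (camera adjusted p = 1.45e-16, and adjusted p = 0.0175 with an estimated correlation). Krt14 (-0.14 ± 0.093) and Epcam (-0.094 ± 0.077) were not called, although the mean over the probe sets of Epcam was -2.16 and was called. Intermediate and lateral plate mesoderm markers were lower for 11 of 14 and higher for 0, the same when adjusted over the list alone (camera adjusted p = 3.5e-21, and adjusted p = 0.012 with an estimated correlation), among them Osr1 (-2.80 ± 0.10) and Emx2 (-2.32 ± 0.087). Pax8 (-0.47 ± 0.11) was not called, and was without GFP− replicate 3 (-0.59), nor was Hand1, just under the fold limit (-0.50 ± 0.095) and called without GFP/+ replicate 2 (-0.57) or GFP− replicate 2 (-0.54). Of 10 leukocyte markers 2 were lower, Csf1r, the macrophage growth factor receptor (-1.24 ± 0.077), and Coro1a, coronin (-0.76 ± 0.16), and 0 higher, the same when adjusted over the list alone (camera adjusted p = 0.0737). Coro1a lost its call without GFP/+ replicate 1 or 2 or GFP− replicate 2 or 3 (adjusted p 0.0507 to 0.0926), which left 1. Ptprc (-0.34 ± 0.10) and Cd68 (0.22 ± 0.10) were not called. Csf1r and Coro1a were under the fold limit averaged over probe sets (-0.46 and -0.48). As a list leukocyte markers passed without GFP/+ replicate 2 (0.0417), with all 9 samples in 1 fit (0.0399), with the mean over probe sets (0.0231) and after a second quantile normalization (0.0449). With an estimated correlation the list did not pass (camera adjusted p = 0.167).

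By limma and by the local pooled error test 0 of 24 proliferation genes were called, also when adjusted over the list alone, and 9 passed an unadjusted p of 0.05. Mki67 stood at -0.17 ± 0.053 and Top2a at -0.13 ± 0.051 (camera adjusted p = 0.937, in the higher direction, against a median of -0.011 and a mean of -0.006). Of 16 p53 response and apoptosis genes Cdkn1a was higher (1.48 ± 0.069) and Trp53inp1 lower (-0.78 ± 0.082, and -0.42 without a call averaged over its probe sets), the same when adjusted over the list alone (camera adjusted p = 0.937), and Pmaip1 (-0.095 ± 0.084) and Bbc3 (-0.14 ± 0.079) were not called. FoxO targets included 3 higher, Irs2 (0.71 ± 0.074), Gadd45b (0.66 ± 0.15) and Cited2 (0.60 ± 0.076), and 1 lower, Fbxo32 (-1.06 ± 0.084), of 20, the same when adjusted over the list alone (camera adjusted p = 0.23). Gadd45b lost its call without GFP/+ replicate 2 or 3 or GFP− replicate 1 or 3 (adjusted p 0.102 to 0.125), and Bcl6 (0.13 ± 0.10) and Ccng2 (0.10 ± 0.079) were not called. Of 21 rhabdomyosarcoma genes 3 were higher, Tfap2b, Grem1 and Met (0.52 ± 0.073), and 5 lower, Olig2, Dcx, a microtubule protein of neurons (-1.70 ± 0.086), Rassf4 (-0.79 ± 0.093), Cnr1, a cannabinoid receptor (-0.64 ± 0.097), and Jakmip2 (-0.62 ± 0.087), the same when adjusted over the list alone (camera adjusted p = 0.17). The count higher was 1 without GFP− replicate 1, since Grem1 and Met lost their calls then, Fgfr4 and Mycn (-0.022 ± 0.061) were not called, and Rassf4 was under the fold limit averaged over its probe sets (-0.48). Immediate early genes numbered 5 higher, namely Ccn2 (0.94 ± 0.078), Ccn1 (0.64 ± 0.059), Hspa1a (0.61 ± 0.077), Jun (0.56 ± 0.047) and Egr3 (0.53 ± 0.089, and 0.448 without GFP/+ replicate 2), and 1 lower, Dusp1 (-0.56 ± 0.058), of 21, the same when adjusted over the list alone (camera adjusted p = 8.44e-05, and adjusted p = 0.101 with an estimated correlation), and Fos (-0.007 ± 0.043) and Fosb (0.24 ± 0.07) were not called.

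The regulators that the study listed for PAX3-FKHR were read in this comparison too. They were chosen on arrays that include these GFP/+ samples, so their counts are not independent evidence. Of those listed as higher 12 of 29 were higher in GFP+ cells and 7 lower, the same when adjusted over the list alone (camera adjusted p = 0.17, with a median of -0.048 that differs in sign from the mean of 0.52 and from the higher direction in camera). Of those listed as lower 9 of 20 were higher in GFP+ cells, among them Myf6 (2.67 ± 0.10), and 3 lower, Nhlh2 (-1.63 ± 0.086), Runx1t1 (-1.16 ± 0.067) and Hoxb1 (-0.66 ± 0.076), the same when adjusted over the list alone (camera adjusted p = 2.26e-06, and adjusted p = 0.0175 with an estimated correlation). Zfp568 (-0.075 ± 0.051), Hdac5 (-0.27 ± 0.068), Hoxa4 (-0.12 ± 0.072) and Hoxc8 (0.15 ± 0.064) were not called. A dimmer probe set alone was called for 15 members of the 25 lists, lower for Ccnd2, Dkk3, Eng, Epb42, Epcam, Fgf9, Foxf1, Grhl2, Hgf, Laptm5, Prkar2b, Wnt6 and Zbtb16 and higher for Chd8 and Hspa1b. Foxo1 was at the fold limit (0.50 ± 0.077, adjusted p = 0.00231) and was called higher in GFP+ cells after median centring (0.50), after a second quantile normalization (0.53), and without GFP/+ replicate 2 (0.52), GFP/+ replicate 3 (0.51) or GFP− replicate 1 (0.58).

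The comparisons were then set side by side, to ask how the genes called with PAX3-FKHR were distributed between GFP+ and GFP− cells. Of the genes lower with PAX3-FKHR, 59 were enriched in GFP+ cells, where independent lists would share 2.49, and they include Tnnc2, Myh3, Acta1, Myog and Cxcl12, which encodes a chemokine (-0.89 ± 0.093 and 1.20 ± 0.046). Another 23 were depleted in GFP+ cells (6.56 for independent lists), among them Myh7, Hoxb1 and Acta2, smooth muscle actin (-1.20 ± 0.08 and -0.54 ± 0.055, the latter -0.488 without GFP− replicate 1). Of the genes higher with PAX3-FKHR, 58 were enriched in GFP+ cells (4.57), among them Wnt16, Dbx1 (2.81 ± 0.075), Lbx1 (1.36 ± 0.13) and Met, and 63 were depleted (12), among them Capn6 (-3.49 ± 0.10), Alcam (-1.97 ± 0.13) and Hoxa11 (-1.28 ± 0.10). Both comparisons use the same GFP/+ arrays with opposite sign. Simulated unchanged groups sharing them gave at most 0 shared calls in 20 simulations, but unchanged groups give almost no calls at all, so this does not show how many of the shared calls the common arrays add. The covariance of the log2 differences across 18193 genes was -0.00916 (r = -0.118), against -0.00511 in 100 simulations of unchanged groups (-0.0054 to -0.00479), a difference of -0.00405. The simulated correlation was -0.498 (-0.518 to -0.477), farther from 0 than the observed one, which real effects dilute, so the 2 correlations are not a measure of a shared effect. Genes are not independent replicates, and 3 shared arrays could not be split, so part of the overlap may come from them. The difference was -0.00281 without PAX3-FKHR/GFP replicate 2 and moved under other settings too.

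**Figure D4:**
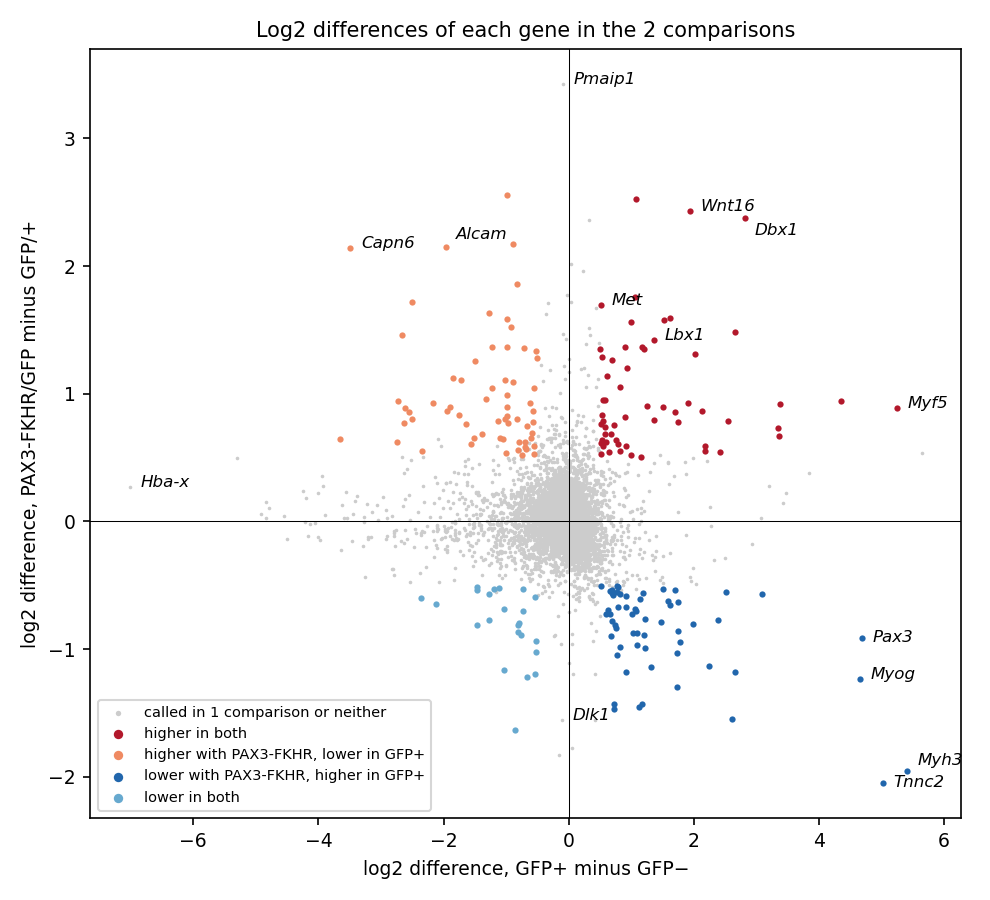
Log2 difference of each of 18193 genes between GFP+ and GFP− cells (horizontal) and between PAX3-FKHR/GFP and GFP/+ cells (vertical), coloured where called in both comparisons. Muscle genes such as Tnnc2 (5.02 and -2.05) lie at the lower right, and genes such as Capn6 (-3.49 and 2.14) at the upper left.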

Values the study reported

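For somites with PAX3-FKHR, the study reported fold changes of 5.19 for Dbx1, 2.67 for Lbx1, 2.55 for Sp5, 2.39 for Id4, 2.28 for Klf4, 2.22 for Vgll3, 2.16 for Tbx3, 1.85 for Myf5, 1.58 for Hdac5, 1.54 for Pax7 and 1.45 for Dmrt2. Among regulators it listed as lower, it gave -2.35 for Myog, -2.33 for Hoxb1, -2.26 for Myf6, -1.95 for Hoxa4, -1.73 for Pax3 and -1.47 for Foxc2. For Nhlh2 and T it gave -0.59 and -0.55, smaller in size than a fold change written in this way can be, so what these values stand for is unclear.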

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

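No alternative given here was chosen after the results were seen. At an absolute log2 difference of at least 1, PAX3-FKHR called 139 probe sets and 98 genes, and GFP+ against GFP− cells 794 and 523. With no fold limit the second comparison called 3947 and 2282. With PAX3-FKHR, leaving out 1 sample gave 358 to 578 probe sets and 228 to 350 genes, from fewer samples. The dimmest Pax3 probe set ranged from -0.99 to -0.68 when 1 sample was left out. The excess covariance of both comparisons was -0.00455 without dim probe sets, -0.00319 with the mean over probe sets, -0.00517 after a second quantile normalization and -0.00494 to -0.00281 without 1 sample, and the cause was not tested. Between the counts in every setting run and those reported, 0 probe sets or genes were called in opposite directions. The local pooled error test called 647 probe sets with PAX3-FKHR, 573 of them shared with limma. Of 121 genes named by rule for PAX3-FKHR 18 lost their call without some sample and 10 under another setting, and of 135 for GFP+ against GFP− cells 3 and 7. The 121 and 135 include genes named because they were not called, which had no call to lose. The share lost among called genes is therefore larger. With an estimated correlation 13 of the 23 lists not from the study lost their call with PAX3-FKHR and 4 between GFP+ and GFP− cells. With PAX3-FKHR the p53 (adjusted p = 0.0093) and endothelial (0.013) lists passed by fry only. The Hedgehog (0.0598), sclerotome (0.0514) and neural (0.0862) lists failed fry and passed camera. Between GFP+ and GFP− cells fry alone passed the Hox (0.000253), FGF (0.00488), Hedgehog (0.0058), Notch (0.0354), leukocyte (0.000991) and rhabdomyosarcoma (0.00718) lists. Weak signal over background limits dim genes, for which RMA values near the floor understate differences.

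The replicate numbers do not pair the samples. Deviations of same-numbered arrays correlated at 0.005, 0.079 and -0.096 between PAX3-FKHR/GFP and GFP/+ cells, and at 0.094, 0.062 and 0.009 between GFP+ and GFP− cells, and not every sample correlated best with its own number. With the replicate number as a block limma called 603 probe sets and 358 genes with PAX3-FKHR, and 2122 and 1272 between GFP+ and GFP− cells. Among the genes named by rule and the lists the block changed the calls of Pipox and of the neural list with PAX3-FKHR, and no other.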

Other observations

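Tests of explanations in this part were chosen after the results were seen, apart from the splits of the samples. The genes of this paragraph were picked after their values were seen. Gdnf, a neurotrophic ligand, rose 3.3-fold with PAX3-FKHR (1.72 ± 0.10) and was lower in GFP+ than in GFP− cells (-2.50 ± 0.094). Npnt, which encodes the integrin ligand nephronectin (1.46 ± 0.099 and -2.66 ± 0.078), and Tnc, tenascin C (0.93 ± 0.12 and -2.17 ± 0.11), moved in the same way, as did Mbnl3, a muscleblind splicing regulator (1.52 ± 0.099 and -0.92 ± 0.095). Timp3, a metalloproteinase inhibitor, was higher in both comparisons (0.82 ± 0.085 and 0.90 ± 0.07). Igf1 (0.78 ± 0.11) and Pdgfc (0.60 ± 0.11), growth factor genes, rose with PAX3-FKHR, Pdgfc only when PAX3-FKHR/GFP replicate 1 or no sample was left out (adjusted p 0.0661 to 0.161 without each other sample). Between GFP+ and GFP− cells they differed by 0.13 ± 0.081 and 0.047 ± 0.052.

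Nhlh2 was 1.7-fold higher with PAX3-FKHR here. The value quoted from the study above has the opposite sign, but what it stands for is unclear and its size is close to the inverse of the fold here, so whether the directions differ stays open.

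Muscle differentiation genes were lower with PAX3-FKHR. GFP− cells mixed into the sorts would lower them, but 42 genes at least 8-fold higher in GFP− cells gave a median share of GFP− RNA of 0.172% (quartiles -0.328 and 1.06%), where the lower muscle genes need 76%. An equally smaller share of differentiated myotome cells among the sorted cells cannot be told apart from lower transcription, an effect of PAX3-FKHR on differentiation that the design names and that was not tested separately. The 11 lower genes enriched in GFP+ cells kept a median of 24% of their signal above the GFP− level, with quartiles of 18.3 and 33%, whose ratio of 1.8 lies between the under 1.5 that 1 shared loss would give and the above 2 that would argue against it. Single genes ranged from 40.3% for Myog to below the GFP− level for Ttn (-19.3%) and Tnnt3 (-24.8%), which goes against an equal loss only if the other sorted cells hold these transcripts at the GFP− level, which was not measured.

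Genes higher with PAX3-FKHR and depleted in GFP+ cells numbered 63, with a median log2 difference of 0.862. Carry-over of GFP− cells would need a median share of 76.4% of the RNA, far above the 0.172% read from the 42 marker genes. Of these markers 2 were called higher with PAX3-FKHR and 0 lower. Capn6 and Hbb-y belong both to the markers and to the 63 genes, and Capn6 would need a share of 33.4%. Carry-over of intermediate and lateral plate mesoderm is argued against by its 11 markers, which had a median of -0.03 (SD 0.285). Of the 63 genes 23 stood above their GFP− level, and activation by PAX3-FKHR of genes otherwise low in GFP+ cells may account for the 63, as a hypothesis that was not tested. The globin gene Hbb-y among them would need a GFP− share of 4.89%, and Hbb-bh1, 1 of the 42 markers, 1.08%. Both globin values lay near the array maxima of 14.2 in GFP− cells (13.5 and 13.8), so these 2 shares may be overstated.

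Pax3 probe sets kept 53.2 to 57.8% of their GFP/+ signal in PAX3-FKHR/GFP cells, although the study states that the mouse gene is not transcribed there. GFP/+ embryos pooled among the PAX3-FKHR embryos are argued against, since 11 called genes lay wholly below the lower limit of the Pax3 share, 46.7%. Which allele's transcripts the probes detect was not analysed here, so signal from the GFP allele and from the PAX3-FKHR allele both stay open, untested.

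The 6 samples of each comparison can be split into groups of 3 in 10 ways, too few for a share under 0.05. The real split, 1 of the 10, called 611 probe sets and 368 genes with PAX3-FKHR and 2095 and 1267 between GFP+ and GFP− cells by limma, and the highest count of the other splits was 0 in each case.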
